A study of Mus musculus with 4 samples. Its data were reported in "Proteome-scale tagging and functional screening in mammalian cells by ORFtag" (2024).

How the data were processed

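Zfp574 is a zinc-finger protein. In the AID-Zfp574 line of mouse embryonic stem cells it carries an auxin-inducible degron, a tag that lets the protein be removed with auxin, and a V5 epitope. Cut&Run, in which an antibody directs a nuclease to chromatin so that DNA near the bound protein is released and sequenced, was performed with an anti-V5 antibody in 2 AID-Zfp574 samples and in 2 samples of the OsTir1 parental line, which has no V5 tag on Zfp574 and served as the control. Groups and replicate numbers were taken from the sample labels. Peak lists of AID-Zfp574 replicate 1, of AID-Zfp574 replicate 2 and of both replicates combined (the merged list) were used. No separate list of the parental line was analysed here, so the control enters only as the background behind each peak.

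The authors sequenced 1 end of each fragment to 50 bp. Bowtie placed the reads on the mouse genome (mm10, the same assembly as GRCm38), and a read counted if it had a single position with no more than 3 mismatches. MACS2 then called peaks with the parental line as background. The stated settings include paired-end BED input and an extension size of 300 bp. In the deposited lists each peak has a fold enrichment, which is the ratio of treatment pileup to local background at the summit with 1 added to each. The deposited −log10 p-value and −log10 q-value were also taken from MACS2. These are values of the peak, not of a replicate group, and carry no SD. Unique mapping removes signal from repeated sequence, and the caller's threshold means that a weaker site is not listed.

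The treatment pileup and the background at each summit were solved from the fold enrichment and the −log10 p-value, with the Poisson upper tail. The result was to be used if at least 90% of the pileups lay within 0.05 of a whole number. All of them did, in each of the 3 lists, and the largest distance from a whole number was 0.00125 reads. The background values fell on steps, and the spacing of those steps within the 10000-bp control window gave the fragment length. A divisor of a length fits the steps as well as the length itself (25 bp left the same residual as 50 bp), so the largest length that fitted was taken, 50 bp, which is also the read length and the smallest peak width in each list. With a length of 25 bp, some steps would fall on odd multiples of 25 bp and would not fit 50 bp. The residual at 50 bp was 8.18e-07 of 1 control read over 41 merged values, against 0.00122 at 100 bp. That argues against 25 bp. The number of reads followed from the genome background and the genome size that MACS2 uses for mouse. These depths are solved values that rest on that genome size and on the length of 50 bp, and intervals on pileups cover counting error alone.

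Overlaps required at least 1 shared bp and were checked against bedtools 2.31.1. Transcription start sites (TSSs) were those of all transcripts in GENCODE M21, and sequence came from the GRCm38 RefSeq assembly, indexed with samtools 1.23.1. The study drew its mouse annotations from later GENCODE and Ensembl releases, and corrected TSSs with CAGE data for its nascent-transcription gene set, so the TSSs behind its own promoter-proximal share may differ from these. A peak was called promoter-proximal when it overlapped the window of 500 bp on each side of a TSS. Random expectations came from 10000 placements of the peaks on their own chromosomes, outside assembly gaps, with one-sided tests. Correlations and differences of medians were tested by permutation with 100000 resamples, two-sided, across peaks. Gene families were fixed by symbol before the data were examined, and tested with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 5 families. Each 8-mer, on either strand, was tested with Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over all 8-mers, in windows of 50 bp on each side of the summits against windows on protein-coding TSSs with no merged summit within 5000 bp, 20 per peak and matched on GC share. Shares have 95% Wilson intervals. Python 3.11.15, scipy 1.17.1 and statsmodels 0.14.6 were used.

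The peaks named were fixed by rule: the 10 merged peaks with the highest fold enrichment among those that overlapped a peak in both replicates, and any peak at Rpl10 or Zfp574. Genes outside that rule were chosen after their values were seen. Peaks are not replicates of the condition, so tests across peaks describe these libraries. The alternatives were stricter peaks (−log10 q or fold enrichment of at least 5), other overlap rules, other promoter windows, other backgrounds and each replicate's list alone.

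The steps were tested on simulated data. Of 2000 simulated peaks, 99.9% gave back their pileup and background. The fragment length was recovered in 100 of 100 simulated sets. In 20 sets of 140 simulated windows, a planted 8-mer ranked first in 20 and 0 8-mers passed the threshold when none was planted. Sets of 140 real TSS windows in place of the summits gave 0 8-mers past the threshold in each of 10 draws.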

Results

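To ask where tagged Zfp574 binds the genome, Cut&Run peaks were compared between 2 AID-Zfp574 replicates and a list called on both combined, each against the OsTir1 parental line. The merged list held 140 peaks, replicate 1 held 80 and replicate 2 held 96 (mean of the replicates 88.0 ± 11.3, SD, n = 2). Merged peaks had a median width of 122.5 bp and covered 21629 bp in total. Their fold enrichment, as the authors' peak caller gave it, ranged from 4.41 to 13.5 with a median of 7.61.

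The read depth behind the peaks was low. Solved treatment totals were 10.2 M reads (M, mega) for replicate 1, 10.5 M for replicate 2 and 20.6 M for the merged list, against 36.0 M control reads in each list. Summit pileups of the merged list ranged from 8 to 20 reads with a median of 12, and a peak of 12 reads has an exact 95% Poisson interval of 6.20 to 20.96. The median was 9 reads in both replicate lists. With pseudocount 0 in place of 1, the setting that moved the pileup most, the merged median was 19.8, but 16.4% of pileups were then whole. At 113 of the 140 merged summits the background allowed at most 1 control read.

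The replicates were then compared to see how far the peaks rest on each. Of 80 replicate 1 peaks, 55 overlapped a replicate 2 peak (68.8%, 95% Wilson interval 57.9 to 77.8). Random placement gave a mean of 0.0008 overlaps (permutation by random placement, one-sided p = 0.0001, the smallest that 10000 placements can give), and placement within TSS windows gave a mean of 0.0286. Of 96 replicate 2 peaks, 57 overlapped a replicate 1 peak (59.4%, interval 49.4 to 68.7). The share of replicate 1 peaks was 48.8% when at least 50% of each peak had to be shared. Among merged peaks, 54 were found in both replicates (38.6%, interval 30.9 to 46.8), 18 in replicate 1 alone, 34 in replicate 2 alone and 34 in neither.

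Peaks found in both replicates had a median fold enrichment of 8.85 in the merged list, against 6.44 for the other 86, a difference of 2.41 (permutation test, two-sided, p = 1e-05, the smallest that the resamples can give). The merged list was called on the reads of the same replicates, so the groups and the values compared are not independent. Merged pileups were not the sum of the replicate pileups. In all 54 shared peaks the merged pileup was below that sum, at a median of 0.711 times it (range 0.543 to 0.875), although summits can differ between lists. The solved treatment reads of the replicates came to 1.005 times those of the merged list, so an even loss of reads does not account for the shortfall. A loss of reads at the peaks alone would hardly move these totals, so they cannot exclude it. The cause of the shortfall was not tested, and the shortfall bears on the merged pileups and fold enrichments. In 8 of the 54 the merged fold enrichment was below that of both replicates, among them the lowest merged value, 4.41. Found in at least 1 replicate against none, the difference was 1.38. Across the 54 shared peaks, log2 fold enrichment correlated between replicates with a Pearson r of 0.54 (permutation p = 2e-05, adjusted 4e-05 over 2 coefficients) and a Spearman rho of 0.491 (p = 0.0003, adjusted 0.0003). Peaks are not independent replicates. The solved control had the same size in both replicate lists, so their fold enrichments may share background. The permutation null of no correlation is then not the value without shared binding. On fold enrichment that was not transformed r was 0.604, and on −log10 p it was 0.625. On summit pileup, which is not divided by the background, r was 0.639. Without the 2 peaks farthest from the median in replicate 1, r was 0.376 (permutation p = 0.00603), and for peaks with −log10 q of at least 5 it was 0.797 over 27 peaks.

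**Figure D1:**
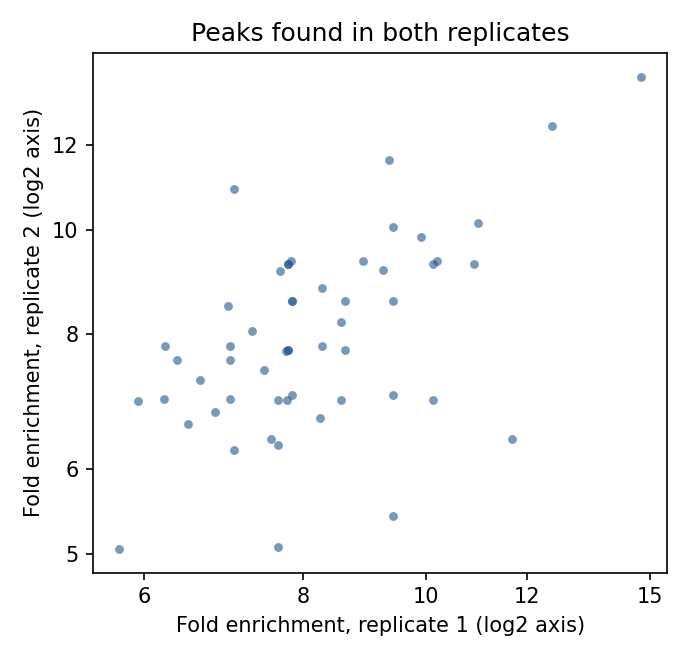
Fold enrichment of each of the 54 merged peaks found in both replicates, with replicate 1 on the x axis and replicate 2 on the y axis, both on log2 axes, and 1 point per peak. Values rise together with wide scatter, with a Pearson r of 0.54 on the log2 scale.

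To locate the peaks relative to genes, they were set against annotated promoters. Of 140 merged peaks, 138 were promoter-proximal (98.6%, 95% Wilson interval 94.9 to 99.6), against a mean of 4.05% under random placement (permutation of positions, one-sided p = 0.0001, the smallest possible). The share was 81.4% with 100 bp on each side of the TSS, and 95% with TSSs of protein-coding genes alone. The exceptions were peaks on chromosome 11 (mm10, 35840583 to 35840632) and chromosome X (95968520 to 95968582), with summits at −6109 and −11604 bp relative to the nearest TSS. The windows belonged to 134 genes, of which 121 were protein-coding, and 36 peaks had 2 or more genes in the window.

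Summits lay close to the TSS, at a median distance of 67.5 bp over 138 summits within 500 bp. A summit is the highest pileup of reads whose solved length is 50 bp, without extension, so it need not be the bound position. That bears on distances of this size and on the windows around summits used below. Of the 138 summits, 88 were upstream, 49 downstream and 1 at the TSS, so 64.2% of those to either side were upstream (interval 55.9 to 71.8, exact binomial test, two-sided, p = 0.00109). With −log10 q of at least 5, the same exact test gave p = 0.0422. Of the 140 peaks, 58 lay in close groups, so summits are not independent and these p-values overstate the evidence. A summit between divergent TSSs counts as upstream of either, so an even split is not a firm null. No test with 1 summit per group was run. By annotation, 50 of the 140 summits fell in a UTR, 4 in coding sequence, 10 in other exons, 28 in introns and 48 outside transcripts.

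**Figure D2:**
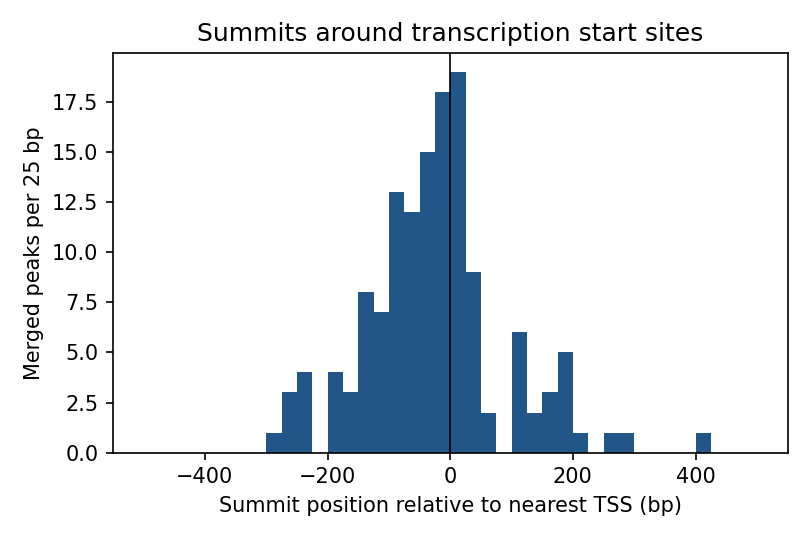
Position of merged summits relative to the nearest TSS in bp, with upstream negative, as a count of peaks per 25 bp over the 138 summits within 500 bp. The summits gather around the TSS, with 88 upstream and 49 downstream.

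The peaks with the highest fold enrichment among those found in both replicates all lay at promoters. The highest value, 13.5, was shared by a peak at Trim41 (chromosome 11, 48816921 to 48817596) and a peak between Atp6v1d and Eif2s1 (chromosome 12, 78861771 to 78862120), each with a summit in a UTR and a pileup of 20 reads (exact 95% Poisson interval 12.2 to 30.9). Ercc1 followed (chromosome 7, 19344964 to 19345522, fold enrichment 12.6, 19 reads). In the replicate lists Ercc1 came above both of these, with 14.8 and 13.9 at 18 and 17 reads, against 12.6 and 12.5 for Trim41 and 10.99 and 10.15 for the peak between Atp6v1d and Eif2s1. The transcribed pseudogene Zfp389 had 2 of the 10 peaks (chromosome 13, 21506475 to 21506674, fold enrichment 12.2, and 21506253 to 21506422, fold enrichment 10.8). In replicates 1 and 2 the stronger of these had 8.93 and 9.37, and the weaker 7.56 and 6.40. Rbm25 came after the stronger Zfp389 peak in the merged list (chromosome 12, 83631995 to 83632254, fold enrichment 12.1). Peaks at Zscan26 (chromosome 13, 21453671 to 21453874), Mdc1 (chromosome 17, 35841192 to 35841628) and Zkscan5 (chromosome 5, 145204097 to 145204565) each had a fold enrichment of 10.95. A peak between Bcs1l and Zfp142 (chromosome 1, 74587755 to 74588334) had 10.8. A peak at Zkscan8 (chromosome 13, 21531017 to 21531348), also found in both replicates, had the same fold enrichment and 16 reads, so it tied with this peak and the weaker Zfp389 peak for the last places, and the order of position in the genome left it out of the 10. At depths of 16 to 20 reads the Poisson intervals of these peaks overlap, so their order is not resolved.

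Rpl10 was of interest because the study shows it as an example of a bound gene. It had a peak in both replicates (chromosome X, 74270582 to 74270779), with a fold enrichment of 9.32 and 15 reads at the summit (interval 8.40 to 24.7), at −99 bp relative to the TSS. The tagged gene itself had no listed peak: the merged summit nearest to a Zfp574 TSS was 168410 bp away.

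Gene families were compared between 121 bound and 21938 annotated protein-coding genes. The annotated set was not limited to genes active in these cells, so an odds ratio may in part reflect promoter activity. Cytosolic ribosomal protein symbols made up 5 bound genes (odds ratio 10.3, Fisher's exact test, two-sided, adjusted p = 0.000854). These were Rpl10, Rpl18, Rps9, Rpl7l1 and Rps27l, named after their values were seen, and the last 2 are named as like a ribosomal protein. Replicate 2 alone listed 5 such genes and replicate 1 alone 2, with an odds ratio of 6.52. Zfp genes made up 9 (odds ratio 4.47, Fisher's exact test, adjusted p = 0.000854), with 5 in each replicate list. Zfp445 and Zfp105 among them lie close together on chromosome 9 (peaks from 122865927 and from 122923026), and neighbouring genes are not independent. By the same exact test, mitochondrial ribosomal proteins (2 genes, adjusted p = 0.115), proteasome subunits (1 gene, 0.248) and translation initiation factors (1 gene, 0.263) did not pass 0.05.

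To ask whether the summits share a sequence, 8-mers were counted in 140 summit windows and 2800 GC-matched TSS windows, both with a mean GC share of 60.3%. Of 31101 8-mers, 27 had an adjusted p-value under 0.05 in Fisher's exact test, one-sided. By this exact test, CGCTCTAG was in 20 summit windows and 6 background windows (14.3% against 0.214%, adjusted p = 5.2e-18), ACCATAGA in 18 and 5 (12.9% against 0.179%, adjusted p = 2.18e-16), and CCATAGAG in 21 and 13 (15% against 0.464%). The number of 8-mers was 65 with 100 bp on each side of the summit, and 10 against windows 1000 bp from the same summits, a smaller background. Among 6-mers, ATAGAG (27.1% against 2.25%) and CTAGAG (30% against 5.11%) led. In the Ercc1 window the sequence AGAGCAGCGCGAATAGAGTTCCCCGCTCTA (chromosome 7, 19345026 to 19345055) holds ATAGAG at −45 bp from the summit. In the Rpl10 peak the sequence TCTTAGCGTCTGATAGAGCGTCGACACCAC (chromosome X, 74270751 to 74270780) holds it at 53 bp from the summit, which is inside the peak but outside the tested window. Each of these promoters had another ATAGAG outside the tested window, at −61 bp for Ercc1 and at 84 bp for Rpl10.

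**Figure D3:**
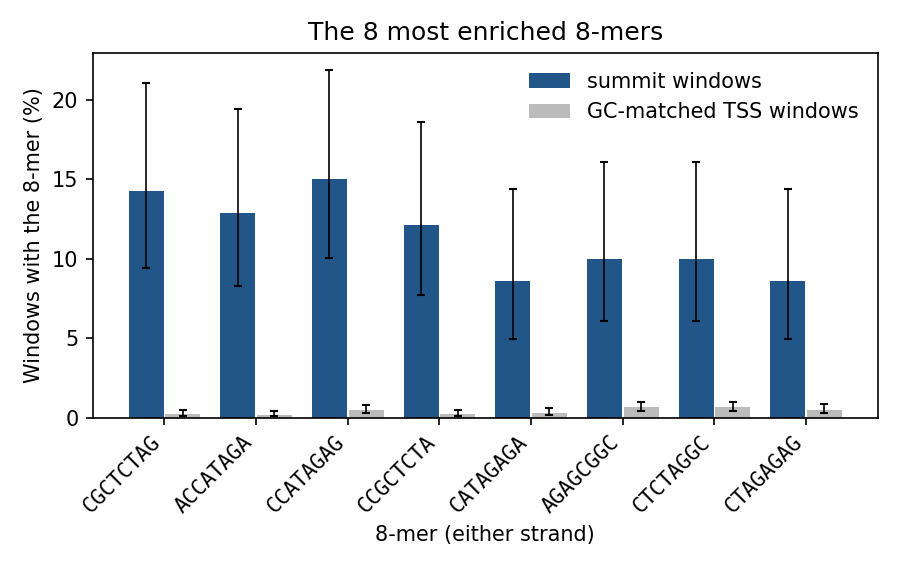
Share in percent of windows that hold each of the 8 most enriched 8-mers, for summit windows (dark bars) and GC-matched TSS windows (grey bars), with 95% Wilson intervals. Each 8-mer is in 8.57% to 15% of the summit windows and under 1% of the TSS windows.

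Neighbouring merged peaks were often close. Of 120 gaps between neighbours on a chromosome, 32 were 51 to 150 bp long, with a median of 82 bp and the next gap was 373 bp. The short gaps placed 58 of the 140 peaks in 26 groups.

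**Figure D4:**
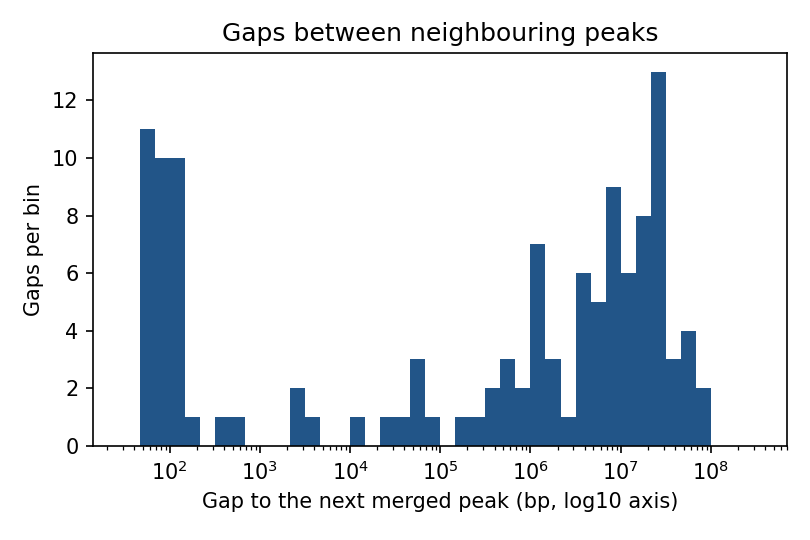
Gap in bp between each merged peak and the next on its chromosome, on a log10 axis, as a count per bin over 120 gaps. A group of 32 gaps lies between 51 and 150 bp, apart from the rest.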

Values the study reported

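The study reported 140 binding sites for Zfp574, of which 87.9% were promoter-proximal. It reported a Pearson correlation of 0.613 between the replicates at a shared set of peaks.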

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

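No paired analysis was possible because the parental control has no peak list of its own here, and the shared replicate numbers therefore link no values. Joining peaks within 300 bp, outermost TSSs, 1 window per region, the summit pileup in the correlation and the narrower ribosomal protein list were chosen after seeing the data, as was the fold enrichment of the named peaks in single replicates.

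Of the planned and added settings for the results that answer a comparison, the direction and the side of 0.05 stayed as reported for replicate overlap, replicate correlation, recovery by fold, the promoter-proximal share, the 5 gene families and the share of summits upstream, wherever a test was run. The correlation ranged from 0.376 to 0.797. Recovery by fold says little, since the merged values are not independent of the replicate lists. With −log10 q of at least 5, the merged list fell to 80 peaks, the bound genes to 86 and the median pileup rose to 13 reads. These follow from a stricter list. With pseudocount 0 the median pileup was 19.8, and few of those pileups were whole. Merged peaks found in both replicates came to 20% when at least 50% of each peak had to be shared. The number of enriched 8-mers was 65 in the wider windows and 10 against windows 1000 bp from the summits, and the cause was not tested. Joining peaks within 300 bp gave 108 regions. Summits near the outermost TSS of a gene gave a promoter-proximal share of 89.3%. Without genes named as like a ribosomal protein, the odds ratio of the family was 7.47 (Fisher's exact test, adjusted p = 0.0223, with 3 bound genes).

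Each replicate's list alone has a lower depth and no replicate of its own, so no test was read from it. Across both lists the peak number ranged from 80 to 96, the bound genes from 80 to 89, the enriched 8-mers from 12 to 18 and the share of summits upstream from 60.4% to 63.8%. The promoter-proximal share was 100.0% in both. Odds ratios ranged from 3.54 to 3.93 for mitochondrial ribosomal proteins, from 5.05 to 5.61 for translation initiation factors, from 3.63 to 4.06 for Zfp genes and from 6.52 to 15.7 for cytosolic ribosomal proteins, and were 0.0 in both for proteasome subunits. The depth of 6 to 20 reads per summit limits any order among peaks. Of the other values, those of the named peaks and of the 2 leading 8-mers, 23 differed in a single replicate's list by more than the spread between replicates. Both 8-mers stayed past 0.05 in each test run, but in the wider windows their shares rose to 23.6% for CGCTCTAG and 22.9% for ACCATAGA.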

Other observations

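The tests of read length, of the control, of hits in 1 peak of a group, of order and strand and of repeats were chosen only after the results they concern were seen, and so was the choice of Zscan and Zkscan genes. No biological explanation was tested against a group of samples, since the control has no list here.

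Merged peaks lay in close groups. Of 140 peaks, 58 were in 26 groups with gaps of 51 to 150 bp, and the next gap was 373 bp. The background values of each list fitted a fragment length of 50 bp, the read length, and no longer one. A divisor such as 25 bp fits by construction, but the lack of steps on odd multiples of 25 bp argues against it. The lists thus carry no extension to 300 bp. The stated settings also name paired-end BED input, and how that input and the stated extension combine was not examined. Reads left at their own length are a candidate explanation for narrow, split peaks, and the smallest gap, 51 bp, is just above that length. A competing explanation, that each peak of a group is a site of its own, was examined through ATAGAG and CTAGAG. Their density in the gaps was 0.271 times that in the grouped peaks, but both were chosen from windows around these summits, so a higher density in peaks is built in and this value decides nothing. Of the 26 groups, 18 held the 6-mers in 1 peak and 3 in 2 or more, against a mean of 5.54 when hits were shuffled among grouped peaks (permutation test, one-sided, p = 0.0437). Grouped peaks with a hit were wider, at a median of 170.5 bp against 90.5 bp, and a shuffle within quartiles of width, added after the data were seen, gave a mean of 5.67 (permutation test, one-sided, p = 0.0333). The choice of the 6-mers near these summits bears on this count too, so whether a group is 1 site or several is left open. If a group is 1 site, the 140 peaks may stand for as few as 108 regions.

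The control behind the lists was the same size. Solved control reads were 36.0 M (M, mega) in the merged list and in both replicate lists, while treatment reads differed between them. This is consistent with the same parental reads standing behind each list. Peaks shared by both replicates then share the chance values of that control, and replicate agreement does not test the control.

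Merged peaks found in neither replicate list numbered 34, with a median pileup of 10 reads. If they were background, they would hold the shared sequence no more than other promoters. The 6-mers that led on the peaks of both replicates alone, ATAGAG and CCATAG, were in or within 50 bp of 13 of the 34 (38.2%, 95% Wilson interval 23.9 to 55.0), against 8.09% of GC-matched promoter windows (Fisher's exact test, two-sided, p = 3.25e-06). An earlier run with ATAGAG and CTAGAG, chosen on all peaks and so partly on these, gave 58.8% against 11.3% (exact test, p = 2.11e-10) and is not independent. Background alone thus does not account for the group, though single peaks in it may still be background, and 21 of 34 lacked both 6-mers.

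ATAGAG and CTAGAG recurred in an order. Of 108 regions, 45 held both. In 29 of the 45 the closest pair within 300 bp had CTAGAG downstream of ATAGAG on the same strand, where chance gives 25.0% (exact binomial test, two-sided, p = 2.72e-08). At spacings of 10 to 30 bp, a range picked after looking, 20 of 23 pairs had this order, with a median spacing of 21.5 bp. At 31 to 300 bp the order was weaker, with 18 of 45 pairs. The share of these 6-mers in soft-masked repeats was 1.18%, against 4.85% of the regions' bases, which argues against a repeat element. A candidate explanation is a binding sequence in 2 parts, a hypothesis found and tested on the same peaks.

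Zscan and Zkscan genes, zinc-finger genes that lie partly in a cluster on chromosome 13, stood out among bound promoters: 7 of 30 were bound (Fisher's exact test, two-sided, p = 2.39e-10, odds ratio 58.2), 6 of them in replicate 1 and 5 in replicate 2. Neighbouring genes are not independent, so these p-values overstate the evidence. Without chromosome 13, 3 of 25 were bound (Fisher's exact test, p = 0.000341), but Zkscan5 and Zscan25 among these 3 are again close to each other on chromosome 5 (peaks at 145204097 to 145204565 and from 145280349), so this does not remove the dependence. Reads shared between similar promoters would need 50-bp stretches within 3 mismatches, and the closest pair between any of these peaks differed at 15 positions. Promoters outside these peaks were not compared, so the pattern may still have a source in sequence not examined.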
